A study of Mus musculus with 9 samples.

How the data were processed

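RNA was measured by sequencing in 9 libraries from the hearts of NOD-SCID mice, an immunodeficient strain. Per the labels, 3 libraries came from hearts with sham surgery, 3 from hearts with ligation of a coronary artery, and 3 from ligated hearts that also received implanted cells named FOXO3-GE-MPCs. The labels name the infarct border zone as the sampled region in all 3 groups. Groups and replicate numbers were taken from the sample titles. The source field of cell replicates 2 and 3 names other FOXO members than FOXO3, while the title and the treatment field of both name FOXO3, and the latter were followed.

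Per the labels' protocols, total RNA was extracted with TRIzol and libraries were made with the NEBNext Ultra RNA kit for Illumina. The deposited values are raw read counts per gene, 1 file per library, with no normalization. The aligner, the counter, the strand setting, the genome build and the annotation release are not stated. Each file ends in 5 lines with the names that htseq-count writes. Their counts of unaligned, non-unique and low-quality reads are 0 in all 9 libraries, so such reads were either removed beforehand or not marked as such when counted. Genes that share sequence with near-identical copies are therefore uncertain, as are overlapping and antisense genes. Since no build is named, no coordinates are given. Symbols were attached to 53274 of 53465 gene IDs with GENCODE annotation, which also gave transcript length, GC content and the share of each gene's 31-mers found in another gene. Those properties were known for 13818 of the 13825 genes tested. They were taken from the longest transcript of each gene on its forward strand. Sharing through other isoforms or the antisense strand was not counted.

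Counts were analysed in R 4.3.3. Genes were kept with edgeR's filterByExpr, library sizes were scaled with TMM factors, and 1 model over all 9 libraries with a mean per group was fitted with edgeR 4.0.16 (estimateDisp, glmQLFit, glmQLFTest), leaving 6 residual degrees of freedom. Every p-value per gene was adjusted over the 13825 tested genes with the Benjamini-Hochberg method, and a gene is called past the threshold at an adjusted p-value under 0.05. CPM values (counts scaled to a common library size) are scaled with the TMM factors, and errors of CPM are SDs over 3 libraries. The standard error (SE) of a log2 fold change was computed as its size divided by the square root of the quasi-likelihood F statistic. Tests are two-sided.

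The comparisons were ligation with sham, cells with ligation, and cells with sham. Genes past the threshold in both of the first comparisons with opposite signs are called reversed. Because the ligation libraries enter both with opposite signs, chance errors in them also produce opposite signs. The direction was therefore measured again with the ligation genes called without 1 ligation library and the shift taken against that library alone. Gene panels, 9 in number, were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01, adjusted over 27 tests. Camera with an estimated correlation and the fry rotation test were alternatives.

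Groups, designs, panels, the rule for named genes and the first set of alternatives were chosen before the data were examined. The rule takes genes with a symbol, an adjusted p-value under 0.05, a mean of at least 1 CPM and CPM ranges that do not overlap between the groups. Among these it takes the 3 largest changes in each direction per comparison, and the 4 reversed genes whose smaller change is largest. It adds Foxo3 and 14 panel genes whatever their values. Some results that the rule or a later test gave are not reported here. Alternatives covered scaling, filters, DESeq2 1.42.0, limma-voom, 2-group fits, removal of mitochondrially encoded genes, and leaving out each library. A fit with the replicate number as a block was also made, the pairing coming from the numbers in the titles. Another 4 alternatives were chosen after seeing the data: summing libraries whose file headers share a name stem, offsets for GC content and transcript length, those offsets with the block, and removal of genes sharing at least 10% of their 31-mers.

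The pipeline was tested on simulated data of 13825 genes with 200 genes changed by 1 on the log2 scale. It called 166 of them (83%) with the right sign, together with 12 unchanged genes, and it called 0 genes when none was changed. Simulated genes were independent, so that test says nothing about panels of correlated genes. Few genes were changed, evenly higher and lower, so it does not cover scaling when many genes change. Simulated dispersion followed expression level alone, so spread particular to a gene was not covered either. Libraries held 4549268 to 7515052 gene counts, and 3 counts corresponded to 0.375 to 0.639 CPM after TMM scaling, the smallest level taken as detectable. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Reads of implanted-cell origin were not analysed here. Figures were drawn with matplotlib 3.10.9.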

Results

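Transcript levels in the infarct border zone were compared between sham-operated hearts, hearts with coronary ligation, which interrupts the blood supply of part of the ventricle, and ligated hearts implanted with FOXO3-GE-MPCs, with 3 libraries per group. Total gene counts averaged 6510110 ± 358430 (SD, n = 3) in sham, 6217197 ± 1517130 in ligation and 6873880 ± 155707 in the cell group. The lowest was 4549268 in ligation replicate 1 and the highest was 7515052 in ligation replicate 3. Mitochondrially encoded genes took 19.6% ± 0.417 (SD, n = 3) of gene counts in sham, 13.2% ± 0.695 in ligation and 14.3% ± 0.0366 with cells. In an exact two-sided permutation test each pair of groups differed with p = 0.1, the smallest value that 3 against 3 libraries allow.

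The common biological coefficient of variation was 0.0726. Counts of every replicate pair differed by more than sampling noise, with a mean chi-square per gene between 1.97 and 4.003, so no pair met the criterion for 1 library deposited more than once and all 9 libraries were kept. That does not show that they came from separate animals. The mean distance between libraries in log2 CPM was 0.389 within sham, 0.361 within ligation and 0.368 within the cell group. It was 0.663 between sham and ligation, 0.680 between sham and cells, and 0.467 between ligation and cells. The alternative that moved these distances most was the use of the 500 most variable genes, which gave 2.20 between sham and ligation and 1.26 between ligation and cells.

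**Figure D1:**
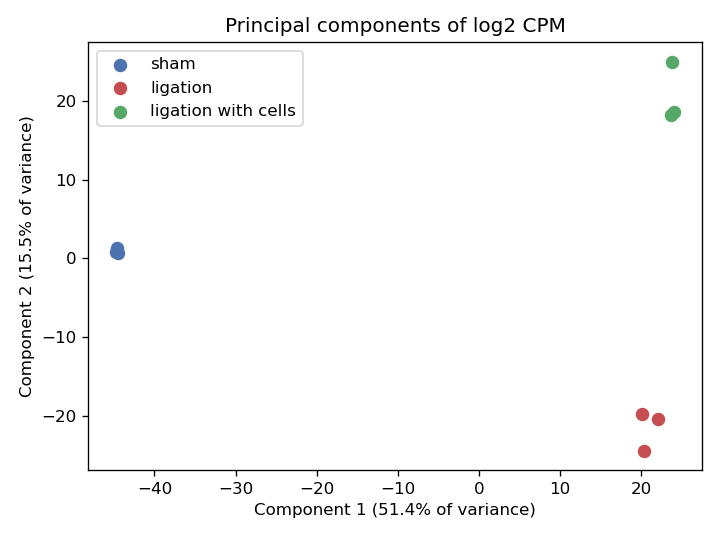
Principal components of log2 CPM over 13825 genes, 1 point per library, coloured by group. Component 1 (51.4% of variance) sets sham, near -44.6, apart from the other groups, and component 2 (15.5%) places all 3 ligation libraries below -19.7 and all 3 cell libraries above 18.1.

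The first comparison asked which transcripts changed after ligation. Of 13825 genes tested, 5277 were past an adjusted p-value of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2783 higher and 2494 lower than in sham. Of these, 979 changed at least 2-fold. Among the scalings, library totals alone moved this most. It gave 6312 genes and 78.7% higher, against 52.7% with TMM factors, and it shifted the median of all genes by 0.19 on the log2 scale. Changes are given relative to the median gene, as TMM scaling sets it.

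Among the largest increases by the rule were Cd5l (ENSMUSG00000015854) and Alox15 (ENSMUSG00000018924), which had 0 counts in all sham libraries. Cd5l reached 9.02 ± 0.588 CPM (SD, n = 3) after ligation, at least 16.9-fold higher than the detectable level in sham. Alox15 was at least 13.3-fold higher. The largest decreases were in Trim12a (ENSMUSG00000066258), E330017L17Rik (ENSMUSG00000086369) and Cyp1a1 (ENSMUSG00000032315), which had 0 counts in all ligation libraries. Trim12a was at 8.41 ± 1.21 CPM in sham and at least 13.2-fold lower after ligation, E330017L17Rik at least 8.49-fold lower and Cyp1a1 at least 7.95-fold lower. All of them belong to a set of 21 genes more than 8-fold lower than sham in both ligated groups. For that set a difference in read length, alignment or strain between sham and the other libraries was not tested, so an effect of ligation is not established.

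Among the genes fixed in advance, Nppb rose from 480 ± 8.11 to 1202 ± 23.0 CPM (log2 fold change 1.33, SE 0.0373, adjusted p 2.05e-16, edgeR quasi-likelihood test). Nppa rose from 107 ± 34.4 to 895 ± 369 CPM (3.06, SE 0.285, adjusted p 2.95e-08, same edgeR test), with a wide spread in each group. Myh7 rose by 1.22 and Myh6 fell by 0.35 on the log2 scale, with edgeR adjusted p-values of 4.63e-14 and 2.17e-08. The 2 genes share 31.9% and 32.5% of their 31-mers with other genes, and their counts are uncertain to that extent. Col1a1, Col3a1, Postn and Timp1 rose by 1.18, 1.38, 2.34 and 2.43. Vegfa, Pecam1, Kdr and Sod2 fell by 0.53, 0.36, 0.89 and 0.36 on the log2 scale, the largest edgeR adjusted p-value among these 8 being 4.81e-06. Il6 was at most 1 count in sham and at least 3.63-fold higher after ligation. Ccl2 did not pass, with an edgeR adjusted p of 0.111. Mouse Foxo3 was at 70.1 ± 4.15 CPM in sham and 82.8 ± 1.23 in ligation, a log2 difference of 0.24 (SE 0.0662, adjusted p 0.00648, edgeR).

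**Figure D2:**
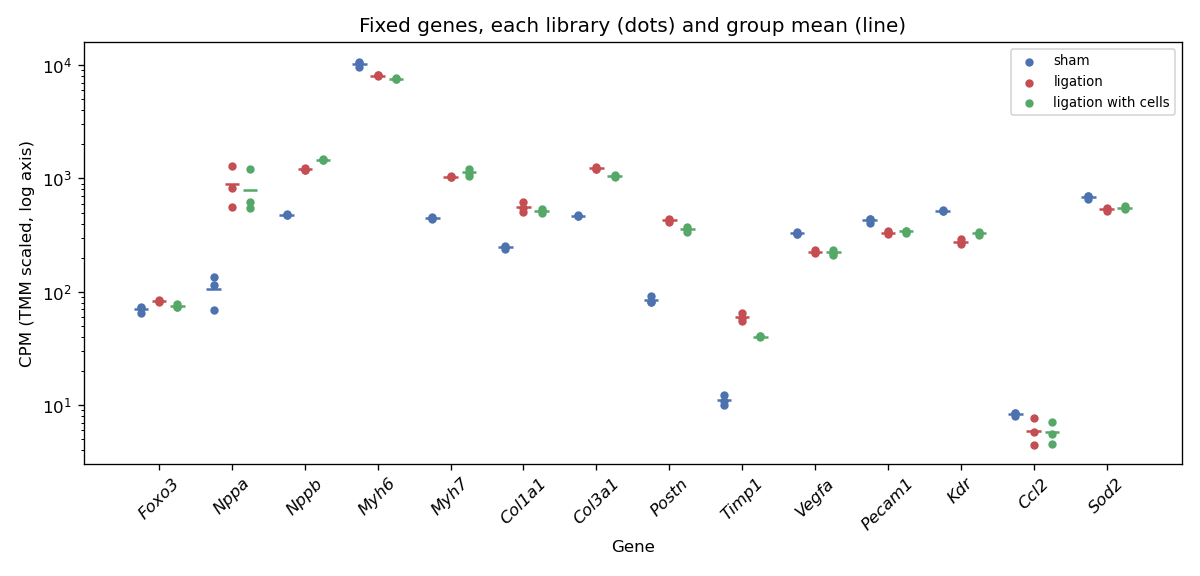
CPM on a log axis of 14 genes fixed in advance, with a dot for each library and a line at each group mean. Timp1 lies between 10.001 and 12.4 CPM in sham, between 54.99 and 65.4 in ligation and between 39.6 and 40.8 with cells, while the Nppa libraries of ligation and cells overlap.

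The second comparison asked what differed in ligated hearts that received cells. There were 1365 genes past 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 579 higher and 786 lower with cells. The 314 that changed at least 2-fold comprised 54 higher and 260 lower. With library totals alone 1363 genes passed, and the share higher was 31.99% against 42.4%. Leaving out single libraries gave 951 to 1398 genes, and 364 to 587 genes higher with cells.

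The largest increases were in Chad (ENSMUSG00000039084), Coch (ENSMUSG00000020953) and Egr2 (ENSMUSG00000037868). Chad and Coch were at 2.61 ± 1.46 and 2.41 ± 0.120 CPM (SD, n = 3) with cells, and near the detectable level in ligation, at 0.402 ± 0.406 and 0.360 ± 0.314 CPM. Egr2 rose from 4.01 ± 0.548 to 20.04 ± 0.797 CPM (log2 fold change 2.30, SE 0.199, adjusted p 8.23e-08, edgeR). The largest decreases were in Pvalb (ENSMUSG00000005716), Mmp9 (ENSMUSG00000017737) and Gm17428 (ENSMUSG00000090889), which had at most 3 counts in every cell library and were at least 7.36-fold, 9.35-fold and 2.83-fold lower.

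Of the fixed genes, Nppb and Kdr were higher with cells, by 0.28 and 0.24 on the log2 scale, with edgeR adjusted p-values of 2.52e-05 and 0.00225. Timp1 fell by 0.57, Postn fell by 0.25 and Col3a1 fell by 0.23 on the log2 scale, with edgeR adjusted p-values of 0.000102, 0.00374 and 0.000314. Foxo3, Nppa, Myh6, Myh7, Col1a1, Vegfa, Pecam1, Il6, Ccl2 and Sod2 did not pass, with edgeR adjusted p-values from 0.0625 for Il6 to 0.890 for Ccl2. Myh6 did pass with library totals alone, Myh6 and Nppa with no filter on low counts, and Myh7 with offsets for GC content and transcript length, which were chosen after seeing the data. Mouse Foxo3 was at 75.0 ± 3.08 CPM with cells (adjusted p against ligation 0.192, edgeR).

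The third comparison set the cell group against sham, where 5661 genes passed 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2899 higher and 2762 lower. The share higher was 51.2%, and 73.1% with library totals alone, which shifted the median gene by 0.16. Krt14 (ENSMUSG00000045545) and Aqp5 (ENSMUSG00000044217) had 0 counts in sham and were at least 8.50-fold and 3.70-fold higher. Trim12a and Cyp1a1 had 0 counts with cells and were at least 19.5-fold and 11.8-fold lower. The untested differences between sham and the other libraries apply to them here as well. Rpl29 (ENSMUSG00000048758) was at 112 ± 11.2 CPM in sham and 0.986 ± 0.353 with cells, but it shares 49.1% of its 31-mers with other genes, and Krt14 shares 29.2%.

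Whether ligation changes moved back with cells was read from genes past 0.05 in both of the first comparisons. There were 858, of which 618 had opposite signs and 240 the same sign. With the cell group in the place of ligation, the count with opposite signs was 717. The 618 alone therefore do not show a net return towards sham. Of the 618, 408 were higher and 210 lower after ligation, and 324 did not differ from sham past 0.05 in the cell group. Of the 5277 ligation genes, 3992 (75.6%) still differed from sham in the same direction with cells. In the cell group 60.8% of ligation genes had shifted back towards sham. When the shift was measured on a ligation library left out of the calls, the share was 55.3% on average, from 52.8% to 58.4%. The 4 reversed genes named by the rule were Alox15, Cd5l, Btla (ENSMUSG00000052013) and BC018473 (ENSMUSG00000056032). Alox15 fell from 7.11 ± 1.14 to 0.757 ± 0.175 CPM and Cd5l from 9.02 ± 0.588 to 1.08 ± 0.807 CPM with cells. BC018473 went from 0.780 ± 0.344 in sham to 5.74 ± 1.92 in ligation and 1.04 ± 0.442 with cells. Btla was at least 3.41-fold higher in ligation than in sham and at least 4.21-fold lower with cells.

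**Figure D3:**
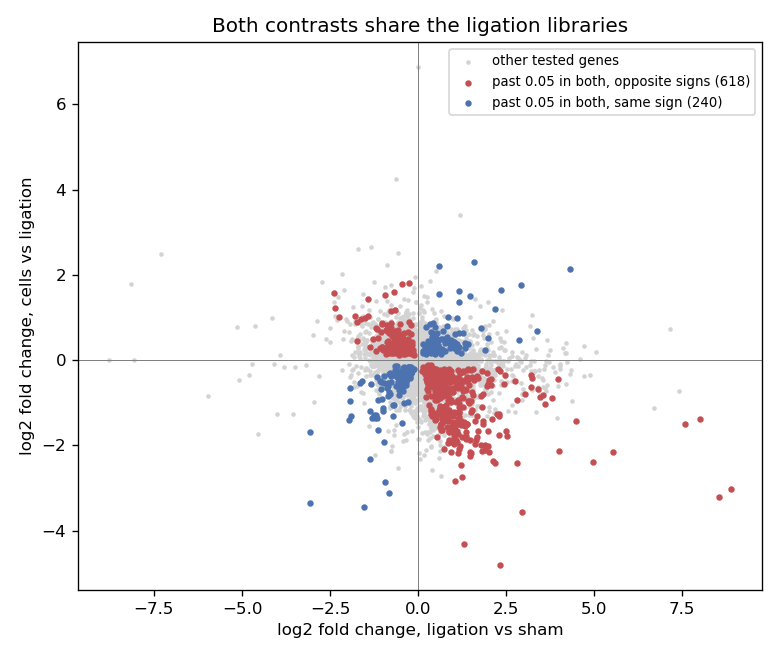
Log2 fold change of cells against ligation (vertical) and of ligation against sham (horizontal) for each tested gene, coloured where both pass 0.05. There are 618 genes with opposite signs and 240 with the same sign, and both axes use the ligation libraries, which favours opposite signs.

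The 9 panels held 136 gene symbols, of which 133 matched and 124 genes were tested. Over all genes 104, 49 and 94 of these passed 0.05 in ligation against sham, cells against ligation and cells against sham, and 106, 65 and 99 passed when adjusted over the list alone. Camera at a correlation of 0.01 put 7, 5 and 7 panels past 0.05. With the correlation estimated, 2 panels passed in each comparison, and other splits of the libraries gave up to 6 panels at a correlation of 0.01, so the calls given here are those that also passed with the estimate. After ligation these were the natriuretic peptide and fetal panel (median log2 fold change 1.61, limma camera adjusted p 0.000461) and the extracellular matrix panel (1.38, limma camera adjusted p 0.00107). Both also passed in cells against sham, with medians of 1.76 and 1.40. With cells against ligation they were the inflammatory panel (median -1.24, limma camera adjusted p 0.000461) and the cell cycle panel (-1.25, limma camera adjusted p 0.0109). Blood genes also fell in that comparison, with log2 fold changes of -1.23 for Hba-a1, -1.12 for Hbb-bs, -1.43 for Hbb-bt and -0.94 for Alas2. Hba-a2 was at most 3 counts in these libraries. Whether a difference in blood content contributed to the panel falls was not tested. The endothelial and angiogenic panel did not differ with cells (median -0.02, limma camera adjusted p 0.897 at a correlation of 0.01). The FOXO target panel had medians of 0.15, 0.01 and 0.25, and did not pass in any comparison with the estimated correlation. The second of these turned to -0.01 with library totals alone.

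**Figure D4:**
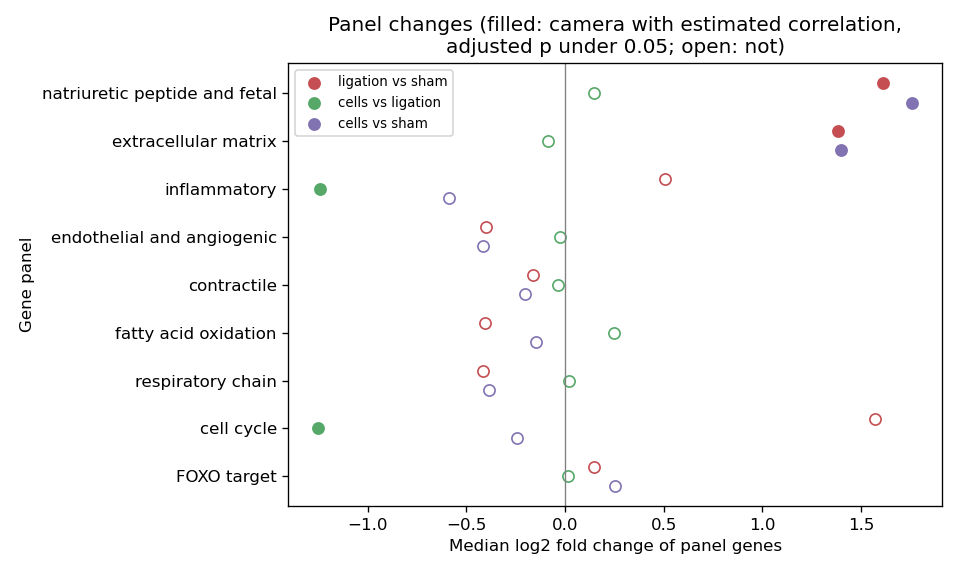
Median log2 fold change of each of 9 panels in the 3 comparisons, with filled points past an adjusted p-value of 0.05 by camera with an estimated correlation. The filled points are the 1.61 and 1.38 of ligation against sham, the 1.76 and 1.40 of cells against sham and the -1.24 and -1.25 of cells against ligation, while with library totals alone the contractile panel in ligation against sham, the respiratory chain and FOXO target panels in cells against ligation and the fatty acid oxidation panel in cells against sham change sign.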

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

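The test of library depth given here was chosen only after the result was seen.

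Reads that fell outside annotated genes were not used in any comparison above, and their share was higher in ligation than in the sham controls. They made up 4.75% ± 0.155 (SD, n = 3) of reads in ligation, 4.21% ± 0.0350 in sham and 4.22% ± 0.113 with cells. The exact two-sided permutation p was 0.1 for ligation against sham and for cells against ligation, the smallest that 3 against 3 libraries allow, and 1 for cells against sham. Library depth was tested as a technical explanation: the shallowest ligation library had 4.60%, above every sham library, so depth alone did not account for it. The share rose with replicate number in ligation, as depth did, and genomic DNA carry-over, unspliced RNA and the annotation release were not tested. A biological difference after ligation remains a hypothesis that cannot be told apart from those untested explanations.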

How the results depend on the processing

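The offsets for GC content and transcript length, the summing of libraries by header stem and the removal of genes sharing 31-mers were chosen after seeing the data. The counts of genes past 0.05 in the 3 comparisons stayed within 1.5 times of those reported under each other scaling, filter and test listed, except when at least 1 in absolute log2 fold change was also required, which gave 979, 314 and 1032 genes and 95 reversed genes. DESeq2's Wald test gave 4488, 1058 and 4786 genes. Leaving out single libraries gave 4482 to 5459, 951 to 1398 and 5055 to 5746 genes, and 415 to 607 reversed genes. Genes past 0.05 in both of the first comparisons with the same sign numbered 154 to 232, against 240 with all libraries. At the fewest, 899 of the 1365 genes of cells against ligation were shared. The cause of these losses was not tested.

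With the replicate number as a block the counts were 5134, 1230 and 5511 genes, 554 reversed genes and 6, 5 and 7 panels. With the block and the GC and length offsets they were 5014, 1239 and 5267. Deviations of same-numbered libraries correlated at 0.0403, -0.00666 and -0.0466 on average across 7921 genes, which are not independent replicates.

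The share of ligation genes shifted back was 55.3% on a ligation library left out of the calls, against 60.8%, and 58.7% to 63.7% across fits that each left out 1 library. The fall can come from shared libraries or from the greater noise of a single library, and the cause was not tested. With camera's correlation estimated, 2 panels passed in each comparison in place of 7, 5 and 7. The fry test gave 9, 6 and 9.

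With library totals alone 4 panel medians changed sign: contractile in ligation against sham to 0.0267, respiratory chain and FOXO target in cells against ligation to -0.00494 and -0.0137, and fatty acid oxidation in cells against sham to 0.0117. That scaling shifts the median gene by 0.19, -0.03 and 0.16 in the 3 comparisons. With a mean of at least 1 CPM the inflammatory panel in ligation against sham became -0.0825. With GC and length offsets Sod2 in cells against ligation became -0.00980, and with the block as well -0.0101. The cause was not tested. In cells against ligation, fits that each left out 1 library ranged from -0.605 to 0.186 for Nppa, -0.0686 to 0.00851 for Vegfa, -0.252 to 0.138 for Ccl2, -0.0719 to 0.0404 for the endothelial and angiogenic panel and -0.00914 to 0.0376 for the FOXO target panel. None of these 5 passed 0.05 in the fits where the sign changed. Panel calls at a correlation of 0.01 also changed in fits without 1 library. In ligation against sham the cell cycle panel (limma camera adjusted p 0.0555 with all libraries) changed its call in 8 of 9 fits. The FOXO target panel there (limma camera adjusted p 0.0493) changed its call in 4. In cells against ligation the extracellular matrix call changed in 1 fit, and the FOXO target call or sign in 4. Among named genes, fits without 1 library lost Chad (without ligation or cell replicate 3) and gained Myh6, Myh7 and Col1a1 in cells against ligation and Ccl2 in ligation against sham, each in 1 fit. Genes with a few counts per library, such as Chad, Pvalb and Btla, are limited by depth, since 3 counts already equal 0.375 to 0.639 CPM.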

Other observations

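Chosen only after the result was seen were the tests of sequence sharing among the most variable genes, of transcript length, of header stems, of Nppa and of the calls kept with offsets, as well as the estimated correlation shown beside camera's preset one, the share at shifts of at least 1 and the breakdown of regrouped libraries. For 3 tests the written outcomes left a middle ground, and values between them are given as undecided.

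In every comparison 1 of the 4 splits that part all same-numbered pairs gave as many genes as the real split, which was the real split itself. The other splits gave 0 genes past 0.05, with 295 to 637 genes at an unadjusted p under 0.05. Splits that part 1 pair gave at most 3 genes. Mixing groups also raises the spread within them, which lowers those counts, and 4 splits cannot give a share under 0.05. For panels at a correlation of 0.01, 1 of 4 splits was as large in ligation against sham and in cells against sham, but 2 of 4 in cells against ligation, where 4 of all 10 splits reached 5 panels. Other splits gave 2 to 6 panels, so panel counts at that setting are not distinguished from regrouping in cells against ligation.

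Of 100 assignments of the groups within replicate numbers, the real one included, 6 of 100 gave at least 618 reversed genes. That share is above the 0.05 fixed in advance. In the other 5 the ligation role was filled by all libraries of 1 real group, so differences between the real groups enter their counts. When whole groups were exchanged, the cell group in that role gave 717 reversed genes and sham gave 3992. The 717 exceeds the 618 of ligation, so 618 by itself does not show a net move back towards sham. Among the 85 drawn with libraries of different groups in that role, the largest count was 1. The share shifted back fell from 60.8% to 55.3% on left-out ligation libraries, between the outcomes written for shared libraries and against them, so shared libraries may inflate the share. The 3 left-out shares ran from 52.8% to 58.4%. They use the same sham and cell libraries and no error around 50% was estimated, so the test does not decide. Among genes whose shift on the left-out library was at least 1, 72.2%, 78.0% and 78.6% moved back, on 248, 200 and 201 genes. These genes were picked by the size of the same shift and no error was estimated for them either, so these shares do not decide the question.

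With offsets for GC content and transcript length 5169 genes passed in ligation against sham and 1327 in cells against ligation. Of the calls made without offsets, 86.6% and 84.9% were kept with the same sign. The offsets took the correlation of the ligation comparison with transcript length from 0.270 to 0.0367, and that of cells against ligation with GC content from -0.293 to -0.0164. These properties therefore do not account for most calls. Within ligation, the difference of replicates 3 and 1 correlated with transcript length across 7921 genes at a Spearman rho of 0.190, just under the 0.2 set for a length effect and above the 0.1 set against it. The same difference correlated more with GC content, at 0.278, and the group comparisons reached 0.289 with length (cells against sham) and -0.293 with GC content (cells against ligation). A length or GC bias in library preparation may contribute to the order of the ligation libraries, and the test does not decide it.

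Among 21 genes more than 8-fold lower in both ligated groups than in sham, 15 (71.4%) shared at least 10% of their 31-mers with another gene, against 14.2% of tested genes (Fisher's exact test p 4.23e-09). Rpl34 fell from 126 ± 4.07 to 5.04 ± 1.78 CPM and Rps18 from 242 ± 17.2 to 18.1 ± 7.63 CPM after ligation, while of 55 genes more than 8-fold higher 9.09% shared as much. Reads divided differently between near-identical genes in sham and ligated libraries are a candidate explanation. A difference in read length, alignment or strain between the sham and the other libraries could produce this and was not tested. By sharing between longest transcripts, 6 of the 21 genes fall outside the explanation by divided reads. These are E330017L17Rik, Eps8l1 and 2610507I01Rik with 0% sharing, Nxpe4 with 2.63%, Cyp1a1 with 5.70% and Trim12a with 8.25%. Of the 15, Gm4841 and Gm12185 are interferon-inducible GTPases that fell again with cells. Another 5 such GTPases with under 10% shared 31-mers fell in both comparisons (medians -1.05 and -0.68). Whether sharing accounts for the fall of Gm4841 and Gm12185 themselves was not tested. The 138 genes with the most spread within groups showed the same enrichment, 98 of them (71.0%) sharing at least 10% of their 31-mers.

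The common biological coefficient of variation was 0.0660 to 0.0800 within groups. If the 3 libraries of a group came from 1 RNA pool, at most 1 of 9 panels was predicted to vary together within groups beyond 95% of random sets. The count was 2, the natriuretic peptide and fetal panel at the percentile 95.3 and the endothelial and angiogenic panel at 97, which neither meets that prediction nor shows several panels, so that test does not decide. Nppa ran from 68.9 to 136 CPM in sham, 564 to 1292 in ligation and 548 to 1204 with cells, on 418 to 8680 counts per library. Such a spread is against 1 RNA pool in each group, although differences in library preparation were not tested. Per the file headers, sham replicates 1 and 2 share a name stem, as do ligation replicates 2 and 3. The sham pair differed by a mean chi-square per gene of 4.003, more than the 3.08 and 3.21 of the other sham pairs, which is against 2 libraries of 1 animal, but its median of 0.793 lies between their 0.755 and 0.887. The ligation pair differed by 2.36, less than the other ligation pairs at 2.46 and 3.88, as 2 libraries of 1 animal would, but its median of 0.774 is above the 0.760 of replicates 1 and 2. The order of the pairs depends on the statistic, so neither pair is settled. Nppa was at 136 and 68.9 CPM in the sham pair and at 829 and 564 CPM in the ligation pair. With such libraries summed 4571, 1101 and 5409 genes passed.

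Atrial markers were higher with cells than in ligation, Myl7 by 1.60, Myl4 by 1.79 and Sln by 1.80 on the log2 scale. More atrial tissue in those pieces was tested with Nppa, which did not rise (-0.17, SE 0.254), and Bmp10 fell by 2.39 on the log2 scale, while Dkk3 rose by 0.62 (edgeR adjusted p 2.16e-06). Nppa ranged from 548 to 1204 CPM within the cell group and its sign changed when single libraries were left out, so the test has little power. Nppa also rose after ligation itself, from 107 to 895 CPM, so it does not measure atrial tissue alone. Bmp10 was at most 1 count in sham, where Myl7 was at 157 CPM against 98.8 in ligation, so Bmp10 did not follow Myl7. Neither gene decides whether the pieces held more atrial tissue.

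Lists were written after some members had been seen, and only members not looked at before were tested, in a family of 15 list tests. The members not looked at before come from the same libraries as those seen. The p-values and their adjustment do not account for choosing the lists in that way. Camera p-values are given at a correlation of 0.01 and then with the correlation estimated, and both gave the same side of 0.05 in each of the 4 tests given. A Schwann cell list passed in no comparison. The settings disagreed for mesothelial markers in cells against ligation (limma camera adjusted p 0.0226 and 0.0695). They also disagreed for immediate-early genes in ligation against sham (limma camera adjusted p 0.0147 and 0.0604). The same held for MHC class II genes in cells against sham (limma camera adjusted p 0.0235 and 0.0698). Signs below held under all 4 scalings. Interferon-inducible GTPases were lower in ligation than in sham (19 genes, median -0.86, 17 of 19 lower, limma camera p 6.20e-16 and 0.00492, adjusted 0.00923 for the latter) and lower again with cells (median -0.82). The median of the 5 such genes with under 10% shared 31-mers was -1.05, so sharing between longest transcripts does not account for the fall in ligation. A list-wide interferon difference is a hypothesis. Housing or health of the sham animals was not tested. MHC class II genes were lower with cells than in ligation (5 genes, median -1.69, 5 of 5 lower, limma camera p 1.87e-08 and 0.00122, adjusted 0.00304 for the latter), which may reflect fewer cells expressing them. Immediate-early genes were higher with cells (12 genes, median 0.76, 11 of 12 higher, limma camera p 1.09e-30 and 1.88e-05, adjusted 0.000282 for the latter), and handling time of the tissue was not tested. Mesothelial markers were higher after ligation (7 genes, median 1.96, 7 of 7 higher, limma camera p 1.63e-11 and 0.000552, adjusted 0.00166 for the latter), as more epicardial or pericardial tissue in the pieces would give. A change in tissue composition cannot be told apart from a change within cells in these patterns.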
